A study of Caenorhabditis elegans with 8 samples. Its data were reported in "Fasting shapes chromatin architecture through an mTOR/RNA Pol I axis" (2024).

How the data were processed

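Intestines were dissected from wild-type (N2 strain) adults of the nematode Caenorhabditis elegans that were either fed or fasted, and the polyadenylated RNA of the dissected tissue was amplified into cDNA and sequenced. There were 4 fed and 4 fasted libraries, and the labels call the replicates of each group biological replicates. According to the study's methods, fed animals were dissected without a fast, after a wash in buffer. Fasted animals were washed free of bacteria, kept for 12 h in liquid buffer and then dissected directly. Fasting, the 12 h in liquid and the added hours of age therefore come together in this design. The labels give a time of 12 h for both groups. Libraries were grouped by their labels, and each column of the table was matched to a library by its title. The number of value columns that could not be matched was 0.

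The deposited values are counts. The authors made them by trimming adaptors with Trimmomatic, aligning reads to the ce10 genome with the spliced aligner of QuasR, keeping uniquely mapped reads, and counting reads in the same orientation as WormBase exons for each gene. The library chemistry amplifies full-length cDNA and is not stated to keep the strand. Overlapping and antisense genes may therefore share reads, and reads of the other orientation may have been left out. Counts, totals and floors may then rest on part of the reads, which could not be tested. Some genes have near-identical copies: the vitellogenins vit-3, vit-4 and vit-5, the pair vit-1 and vit-2, and the actins. They lose the reads that match other copies as well. The authors' table also holds a width, the summed exon length of each gene in base pairs, which was used only to group genes by length. The values had not been scaled. No spike-in standard was used here, so that each value is relative to the rest of its library. PCR duplicates cannot be told from independent molecules in such a table, and floors given here cover counting error alone.

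The table holds 20392 genes, of which 16629 had at least 1 count. Gene symbols, chromosomes and positions were taken by WormBase identifier from the Ensembl release 115 annotation of WBcel235, a later build than the one the authors aligned to. No coordinates were converted between builds. A symbol was found for 19182 identifiers and not for 1210. Total counts ranged from 20964161 to 26372847 in the fed libraries and from 25310202 to 33846215 in the fasted ones. A gene was taken to be at the floor in a group when no library of that group had more than 3 counts, and a fold change against such a group was computed against 3 counts and is a lower bound. Levels of single genes and lists are given as RPM, the reads of a gene per 1000000 counts of its library.

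Genes were compared between groups with the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with the group as the only term. The library size was the total count, as in the study's own scaling. Genes were kept with filterByExpr (minimum count 10, minimum total count 15), which left 7379. P values were adjusted by the Benjamini-Hochberg method (FDR). A gene was called at an FDR under 0.01 and a fold change over 1.5, the thresholds of the study. Single values of the libraries, such as the share of counts taken by one gene, were compared by exact two-sided permutation tests. With 4 against 4 libraries there are 70 relabellings, and the smallest P value they can give is 0.0286. Replicates were compared by the Pearson correlation across genes of log2(scaled count + 8). Pairs of libraries were also compared by chi-square over genes with at least 10 counts, to look for a library deposited more than once.

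A total of 18 gene lists were written out by name or symbol pattern: cytosolic and mitochondrial ribosomal proteins, rRNA processing and nucleolus, translation factors and tRNA synthetases, subunits of RNA polymerases I, II and III, the mTOR pathway, fasting metabolism, stress response, the vitellogenins, and markers of intestine, germline and oocyte, sperm, body wall muscle, pharynx, hypodermis and neurons. Of their members, 1 gene was shared between the rRNA processing list and the translation list, and the other lists shared none. Each list was tested against all other tested genes with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 18 lists and a threshold of 0.05. The lists were tested again with fry, which asks whether the members changed at all and not whether they changed more than other genes.

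The genes named in the text were chosen by a rule. They are the 5 genes with the largest increase and the 5 with the largest decrease among the called genes with a mean of at least 50 counts and no overlap between groups. They are also the vitellogenins, any gene with over 5% of the counts of a library, the members of the mTOR, RNA polymerase I and fasting metabolism lists, rpb-2 and rpc-1, whose products the study degraded, and elt-2 and act-5. This rule named 51 genes, of which 3 (acs-2, mlst-8 and pck-1) did not pass the filter. Abundant marker genes of other tissues and lec-2 are named in addition and were chosen after their values were seen.

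The alternatives were TMM normalization factors, DESeq2 size factors in the edgeR fit, library sizes without the 6 vitellogenins, no filter beyond 1 count, a mean of at least 10 counts, a replicate block with and without TMM, the Wald test of DESeq2 1.42.0, limma-trend, an FDR under 0.05 with a fold change over 2, a pseudocount of 1, fry, and leaving out each library in turn. In the DESeq2 fit the adjusted P value was NA for 27 genes, which were left out of its counts. The groups, tests, thresholds, lists, alternatives and the rule for named genes were chosen before the data were examined. The fits were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed by 2 on the log2 scale. Of the 193 changed genes among the 7784 tested, 175 (90.7%) were called with total-count scaling and 177 (91.7%) with TMM, and 0 unchanged genes were called. Unchanged genes had the same mean in both groups, the dispersion was 0.1 for every gene, and as many genes were raised as lowered. No broad shift was simulated, so that these rates cannot show which scaling is right for these libraries or how often it errs.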

Results

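To ask how a 12 h fast changes gene expression in the intestine of adult C. elegans, transcripts of dissected intestines were counted in 4 fed and 4 fasted libraries. The fed libraries held 26361980, 20964161, 24858084 and 26372847 counts in the order of their replicate numbers, and the fasted ones 30449656, 25310202, 30025242 and 33846215. The fasted totals were higher on average, and the ranges of the groups overlapped (exact two-sided permutation test, P = 0.0857). At these depths the floor of 3 counts lay between 0.0886 and 0.143 RPM of a library. No batch other than the groups is given by the labels.

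Replicates resembled each other more closely among fed than among fasted intestines. Across genes, which are not independent replicates, the Pearson correlation of scaled log2 counts was 0.982 ± 0.00209 (SD, 6 pairs) among fed libraries, 0.957 ± 0.0101 (SD, 6 pairs) among fasted ones and 0.880 ± 0.0132 (SD, 16 pairs) between the groups. With a pseudocount of 1 in place of 8 the mean within groups moved most, from 0.969 to 0.946. No pair of libraries agreed within sampling noise, since the chi-square per gene was at least 15.1 in every pair. More genes had a count in each fasted library (12478 ± 1229, SD, n = 4) than in any fed one (9002 ± 137, SD, n = 4, exact two-sided permutation test, P = 0.0286, 0.0330 after Benjamini-Hochberg adjustment over 15 measures of the libraries). The individual numbers were 9057, 8807, 9018 and 9124 genes in the fed libraries and 13321, 12020, 10955 and 13615 in the fasted ones.

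The vitellogenins, the yolk protein genes that the adult intestine transcribes at high level, took most of the counts in both groups. All 6 together held 72.4% ± 0.606 of the counts in fed and 67.0% ± 0.596 in fasted libraries (SD, n = 4, difference −5.45 percentage points, exact two-sided permutation test, P = 0.0286). This P value is the smallest that 4 against 4 libraries can give, and it was also found for each vitellogenin alone (0.0330 after adjustment over the 15 measures). The genes did not move together. The share of vit-2 rose from 19.4% ± 0.121 to 31.8% ± 0.649 and that of vit-5 from 19.1% ± 0.160 to 24.9% ± 0.743, whereas vit-6 fell from 19.8% ± 0.230 to 9.91% ± 1.53 (SD, n = 4). The shares of vit-1, vit-3 and vit-4 dropped from 7.31% ± 0.532, 4.23% ± 0.192 and 2.66% ± 0.0740 to 0.0876% ± 0.0187, 0.254% ± 0.0591 and 0.0389% ± 0.00254 (SD, n = 4). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change was −6.38 (SE 0.180, FDR 5.31e-09) for vit-1 and −6.10 (SE 0.1003, FDR 5.53e-11) for vit-4. For vit-2 it was 0.72 (SE 0.0643, FDR 3.93e-06) and for vit-5 0.38 (SE 0.0656, FDR 3.87e-04), but both turned negative under TMM scaling, at −0.36 and −0.70. Of the 6 genes, vit-6 (WBGene00006930) lies on chromosome IV at 8261157 to 8266459 in WBcel235 and the others lie on chromosome X, among them vit-1 (WBGene00006925) at 7727889 to 7733168 and vit-2 (WBGene00006926) at 5101042 to 5106169. All are annotated as protein-coding. Counts of the closely similar vit-3, vit-4 and vit-5, and of vit-1 and vit-2, are uncertain because reads that match more than 1 copy were not counted.

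**Figure D1:**
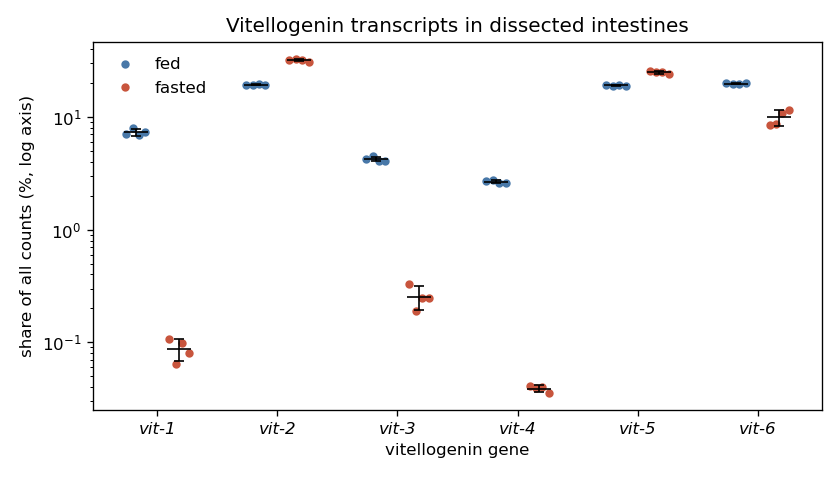
Share of all counts (%, log axis) taken by each vitellogenin gene, with 1 point per library for 4 fed and 4 fasted libraries and black bars for the group mean and SD. The share of vit-1 fell from 7.31% to 0.0876% and that of vit-2 rose from 19.4% to 31.8%, and the rise of vit-2 and vit-5 turned into a fall under TMM scaling.

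Genome-wide, 3901 genes were higher and 736 lower in fasted intestines (edgeR's quasi-likelihood test, Benjamini-Hochberg FDR under 0.01, fold change over 1.5). These 4637 genes are 62.8% of the 7379 tested and 22.7% of the table, and 84.1% of them were higher. The split rested on the scaling. With TMM factors 1448 genes were higher and 1585 lower, so that 47.7% of the calls were higher. All 1448 were among the 3901, all 736 genes lower by total counts were also lower under TMM, 0 genes were called in opposite directions, and 2453 genes higher by total counts were not called. The median log2 fold change of all tested genes was 1.23 (2.34-fold) by total counts and 0.16 under TMM, a shift of 1.07, and 79.6% of genes had a positive value by total counts. Changes of genes and gene lists are therefore also given below relative to the median of 1.23. The TMM factors themselves separated the groups, at 0.7004, 0.638, 0.733 and 0.687 in the fed libraries and 1.49, 1.48, 1.36 and 1.49 in the fasted ones.

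By total counts, the values of the 4 fed and 4 fasted libraries did not overlap for 5140 genes (69.7% of those tested), where chance gives 2.86%. They included 3821 of the genes called higher and 719 of those called lower. In the single fasted libraries, 3896, 3884, 3856 and 3886 of the 3901 higher genes lay above every fed library. These genes were called higher in the same libraries, so that this separation is largely built in and adds no evidence. Among the called genes, 135 of the higher ones were at the floor in all fed libraries and 15 of the lower ones in all fasted libraries, so that their fold changes are lower bounds.

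**Figure D2:**
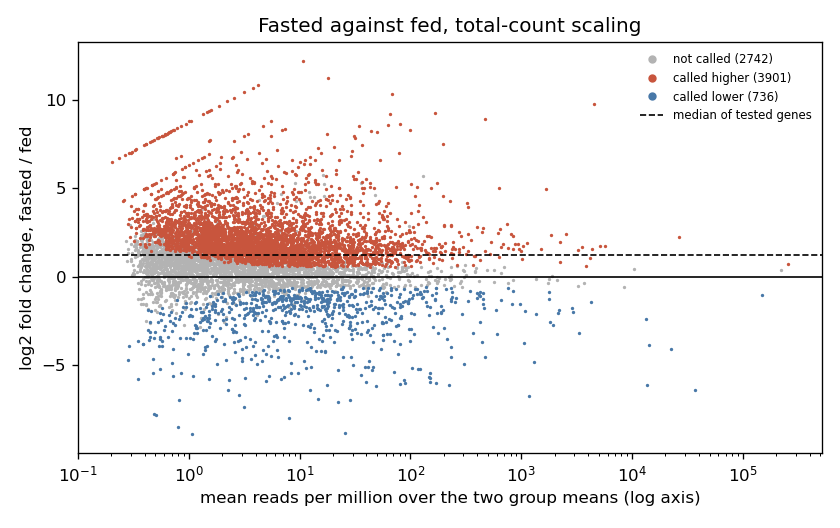
Log2 fold change (fasted over fed, total-count scaling) of each tested gene against its mean RPM (log axis), with 1 point per gene, 3901 genes called higher, 736 called lower, and a dashed line at the median of 1.23. Most points lie above 0, and under TMM scaling the median was 0.16 and the calls were 1448 higher and 1585 lower.

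Ranked by edgeR's log2 fold change, the 5 largest increases among genes with at least 50 mean counts belonged to genes at the floor in every fed library. Only lower bounds can be given for them, so that their rank over genes above the floor is not settled. dao-6 (WBGene00000932; chromosome III, 9735263 to 9736201 in WBcel235) reached 35.8 ± 0.618 RPM in fasted intestines (SD, n = 4), at least 292-fold higher than the floor. clec-42 (WBGene00008891; chromosome V, 18191412 to 18194168) reached 21.5 ± 10.0 and was at least 175-fold higher. pals-38, spp-20 and T26H5.9, all on chromosome V, were at least 69.1-fold, 61.9-fold and 51.7-fold higher. The edgeR FDR of these 5 genes was 5.82e-06 or less. lec-2, which was above the floor in fed libraries, ranked below them with a log2 fold change of 9.78 (edgeR FDR 4.24e-09). It rose from 10.3 ± 2.82 to 9019 ± 1133 RPM (SD, n = 4). Of the 5 largest decreases, B0205.13 (WBGene00044644; chromosome I, 10727755 to 10728808) fell from 51.0 ± 17.9 to 0.105 ± 0.130 RPM (SD, n = 4, log2 fold change −8.82, SE 0.597, edgeR FDR 5.74e-07). cyp-14A1 (log2 fold change −7.97), asp-8 (−7.06) and ZK742.3 (−6.94) followed, and sysm-1, which was at the floor in the fasted libraries, was at least 61.8-fold lower. All 10 kept their direction under TMM.

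The study looked at ribosomal, nucleolar and translation genes to learn whether they account for what fasting and loss of RNA polymerase I have in common. It reported these categories as higher after fasting and not after loss of the polymerase. Loss of the polymerase is not analysed here, and 4 lists of such genes were compared between fed and fasted intestines. Genes for rRNA processing and the nucleolus rose most, with a median log2 fold change of 3.64, which is 2.41 above that of all tested genes (camera, Benjamini-Hochberg FDR 1.01e-05 over 18 lists). Of the 38 tested members 34 were called higher and 0 lower, and 37 were higher when adjusted over the list alone. Their summed level rose from 61.5 ± 6.14 to 782 ± 49.0 RPM (SD, n = 4), and under TMM 26 were higher and the median was 2.55. Cytosolic ribosomal protein genes had a median of 1.85, or 0.62 above all genes (camera FDR 8.52e-05), with 76 of 78 called higher, both over all genes and adjusted over the list alone, and 21 called higher under TMM. Their summed level rose from 3025 ± 383 to 9429 ± 1940 RPM (SD, n = 4). Genes for translation factors and tRNA synthetases had a median of 1.47, or 0.25 above all genes (camera FDR 0.00186). Of their 69 tested members 52 were higher and 1 lower, with the same counts adjusted over the list alone, and under TMM 21 were higher and 4 lower. Mitochondrial ribosomal protein genes had a median of 1.32, only 0.09 above all genes, and were not separated from other genes (camera FDR 0.549). Of 48 tested, 22 were higher and 1 lower, against 18 and 1 adjusted over the list alone, and 7 and 1 under TMM.

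Relative to the median of all genes in the same library, the rRNA processing list stood at 2.01, 1.86, 1.98 and 2.05 on the log2 scale in the 4 fasted libraries. The cytosolic ribosomal protein list varied more, at 1.11, 0.18, 0.67 and 1.01. Camera called the rRNA processing, cytosolic ribosomal protein, translation, vitellogenin and intestine marker lists. Fry called all 18 lists, so that it does not set these apart.

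**Figure D3:**
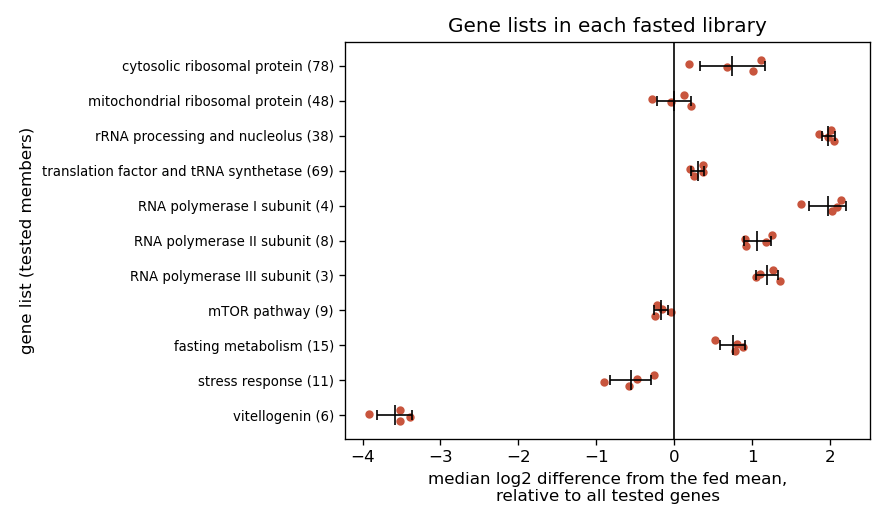
Median log2 difference of each gene list from the fed mean, relative to all tested genes, with 1 point for each of the 4 fasted libraries, black bars for their mean and SD, and the number of tested members in brackets. The rRNA processing list lies between 1.86 and 2.05 and the cytosolic ribosomal protein list between 0.18 and 1.11, and because the values are relative to all genes, the mTOR and stress response lists lie below 0 although their medians by total counts (0.85 and 0.73) do not, and these turned negative under TMM scaling.

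Subunits of the RNA polymerases were examined because the study linked reduced activity of RNA polymerase I to the fasted state. It reported lower levels of precursor rRNA in the intestine of fasted animals. Levels of subunit transcripts do not measure the activity of a polymerase, so that a rise below does not speak against this. The 4 RNA polymerase I subunit genes had a median log2 fold change of 3.50, or 2.27 above all genes, and 3 of them were called higher, also adjusted over the list alone and under TMM. rpoa-1 (WBGene00012999) rose from 0.805 ± 0.344 to 9.24 ± 1.99 RPM (SD, n = 4, log2 fold change 3.51, SE 0.311, edgeR FDR 3.65e-06), rpoa-2 (WBGene00008781) by 3.49 (SE 0.456, FDR 5.70e-05) and rpoa-49 (WBGene00017749) by 3.84 (SE 0.340, FDR 3.59e-06). rpoa-12 was not called (1.28, SE 0.546, FDR 0.0521). Of 8 tested RNA polymerase II subunit genes 7 were higher (median 2.60, or 1.37 above all genes, 4 under TMM), and of 3 tested RNA polymerase III subunit genes all were (median 2.67, or 1.44 above all genes, 2 under TMM), with the same counts adjusted over each list alone. rpb-2 rose by 2.46 (SE 0.176, edgeR FDR 8.40e-07) and rpc-1 by 2.67 (SE 0.259, edgeR FDR 6.70e-06). As lists, none of the 3 polymerases was separated from other genes by camera (FDR 0.324, 0.191 and 0.324 for I, II and III), but RNA polymerase II passed the threshold under TMM.

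For the mTOR pathway, 6 of 9 tested genes were higher and 0 lower, also adjusted over the list alone, and the list median of 0.85, or −0.37 relative to all genes, turned to −0.21 under TMM. The list was not separated from other genes (camera FDR 0.549). hlh-30 (2.41, SE 0.168, edgeR FDR 6.94e-07) and daf-15 (1.92, SE 0.185, edgeR FDR 6.28e-06) rose beyond the median of all genes and stayed higher under TMM. aak-2 (1.71) and raga-1 (1.15) were called higher by total counts and not under TMM. let-363, which encodes the TOR kinase, changed by 0.80 (SE 0.123, edgeR FDR 1.66e-04) by total counts and by −0.27 under TMM, and aak-1 changed by 0.85 and −0.21. rheb-1 (0.75) and ragc-1 (0.37) were not called and turned to −0.31 and −0.71 under TMM. rsks-1 was not called by total counts (−0.68) and was called lower under TMM (−1.73), and mlst-8 was at the floor in the fed libraries and was not tested.

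Metabolic genes moved in both directions, with 10 of 15 tested members of the fasting metabolism list higher and 5 lower, also adjusted over the list alone, and 8 higher and 5 lower under TMM. fil-1 (log2 fold change 5.06, SE 0.270, edgeR FDR 1.29e-07) and lipl-2 (5.01, SE 0.357, edgeR FDR 8.25e-07) rose most, with lipl-2 going from 9.22 ± 4.83 to 298 ± 52.8 RPM (SD, n = 4). fmo-2 (4.57), cpt-3 (4.07), fil-2 (3.91), lipl-1 (3.21) and lipl-3 (2.85) also rose by more than the median of all genes. The size of the change of fmo-2 (SE 0.840) is uncertain, because it had at most 4 counts in any fed library. fmo-2 was not called with a replicate block and TMM. icl-1 rose from 2596 ± 877 to 8902 ± 367 RPM (SD, n = 4, 1.78), while lipl-4 (1.61) and pck-2 (1.09) were not called under TMM. The fatty acid desaturase genes fat-5 (−4.73, SE 0.506, edgeR FDR 1.35e-05), fat-7 (−2.96, SE 0.391, edgeR FDR 6.09e-05) and fat-6 (−1.40, SE 0.189, edgeR FDR 7.23e-05) were lower, as were acdh-1 (−1.86) and hacd-1 (−1.26). acs-2 and pck-1 did not pass the filter, because too few libraries reached its minimum, although they had up to 133 and 390 counts in a fasted library. pck-1 ranged from 0.0666 to 11.5 RPM among fasted libraries. The list median of 1.78, or 0.55 above all genes, was not separated from other genes (camera FDR 0.789). This median depended on which members passed the filter. It was 2.85 with no filter and at a mean of at least 10 counts, and 2.77 to 2.99 when any 1 fed library was left out, where 17 members were tested. Without fasted library 2 or 3 it was 2.32 and 2.43, with 16 members. The 15 members tested with all libraries gave 1.60 to 1.997 across the 8 fits that each left out 1 library. Of the 11 tested stress response genes, 5 were higher and 2 lower, also adjusted over the list alone, and 4 were higher and 5 lower under TMM. Their median of 0.73, or −0.50 relative to all genes, turned to −0.33 under TMM and was not separated from other genes (camera FDR 0.568). It was 1.67 with no filter, 1.20 at a mean of at least 10 counts, 1.17 to 1.28 when any 1 fed library was left out and 1.14 without fasted library 3, where 12 members were tested, while the 11 members tested with all libraries gave 0.64 to 0.85 across the 8 fits.

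To see how purely intestinal the libraries were, marker lists of 7 tissues were compared. The study tested this by enrichment in published data of worm tissues, which was not repeated here. Intestine markers were lower relative to other genes, with a median of −0.61, or −1.84 relative to all genes (camera FDR 7.93e-04). Of 12 tested, 4 were higher and 6 lower, also adjusted over the list alone, and 0 were higher and 8 lower under TMM. Their summed level fell from 2473 ± 178 to 1392 ± 72.0 RPM (SD, n = 4, exact two-sided permutation test, P = 0.0286, 0.0321 after adjustment over 18 lists). asp-1 contributed most, at 972 to 1139 RPM in fed and 544 to 710 in fasted libraries. A lower expression of such genes within the intestine would also reduce the sum, so that its fall does not measure purity. act-5 fell (−1.67, SE 0.267, edgeR FDR 2.29e-04), with the limit that actin genes share reads, and elt-2 rose (1.57, SE 0.284, edgeR FDR 5.24e-04) but was not called under TMM. The vitellogenin list as a whole was lower (median −2.53, or −3.75 relative to all genes, camera FDR 1.21e-04), with 1 gene higher and 4 lower, also adjusted over the list alone, and 0 higher and 5 lower under TMM.

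Transcripts of other tissues were scarce in fed libraries and uneven among fasted ones. Body wall muscle markers summed to 10.1 to 13.9 RPM in fed libraries and to 1040, 68.2, 23.8 and 1491 in fasted libraries 1 to 4. Pharynx markers went from 0.620 to 2.16 in fed libraries to 206, 10.2, 10.1 and 417 in the fasted ones, and neuron markers reached 71.7, 15.96, 14.1 and 96.1 against at most 11.1 in fed libraries. Germline and oocyte markers summed to 156, 929, 36.7 and 46.4 in fasted libraries and to at most 13.3 in fed ones. Each of these 4 sums was higher in all 4 fasted libraries than in any fed one (exact two-sided permutation test, P = 0.0286, adjusted 0.0321). Hypodermis markers (164, 64.9, 13.9 and 38.8 in fasted libraries, 7.32 to 45.6 in fed ones; exact permutation P = 0.200) and sperm markers (15.4, 15.5, 3.36 and 7.18 against 2.29 to 3.43; exact permutation P = 0.0571) overlapped between the groups. Few members of these lists passed the filter: 6 of 15 muscle, 2 of 13 pharynx, 4 of 18 neuron, 11 of 27 germline, 4 of 11 hypodermis and 2 of 50 sperm markers. Of the tested members 6, 2, 1, 6, 1 and 1 were called higher and 0 lower, against 6, 2, 1, 6, 1 and 0 adjusted over each list alone and 5, 2, 0, 1, 1 and 0 under TMM. Their median log2 fold changes were 5.19, 5.91, 1.416, 4.34, 1.52 and 0.83, the last of which turned to −0.26 under TMM, and camera separated none of these lists from other genes (FDR 0.641 or higher). In the same order the medians were 6.10, 6.65, 3.63, 4.74, 2.65 and 2.34 with no filter and 6.36, 8.74, 3.46, 4.67, 3.28 and 0.93 at a mean of at least 10 counts, so that they depended on which members were tested. The germline median was 2.80 without fasted library 2, the neuron median 0.91 without fasted library 4 and the hypodermis median 0.58 without fasted library 1, with the same members tested. The pharynx and hypodermis medians also rose, to 8.28 to 9.05 and 2.88 to 5.11, when any of the fed libraries or fasted library 3 was left out, where the filter let more members in (3 and 6). The members tested with all libraries gave 5.30 to 6.27 and 0.58 to 2.25 across the 8 fits. The muscle median rose when any fed library or fasted library 3 was left out, to 5.94 to 7.14 with 11 or 12 members. It was 4.19 without fasted library 4. The 6 muscle markers tested with all libraries gave 4.19 to 5.78 across the 8 fits.

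**Figure D4:**
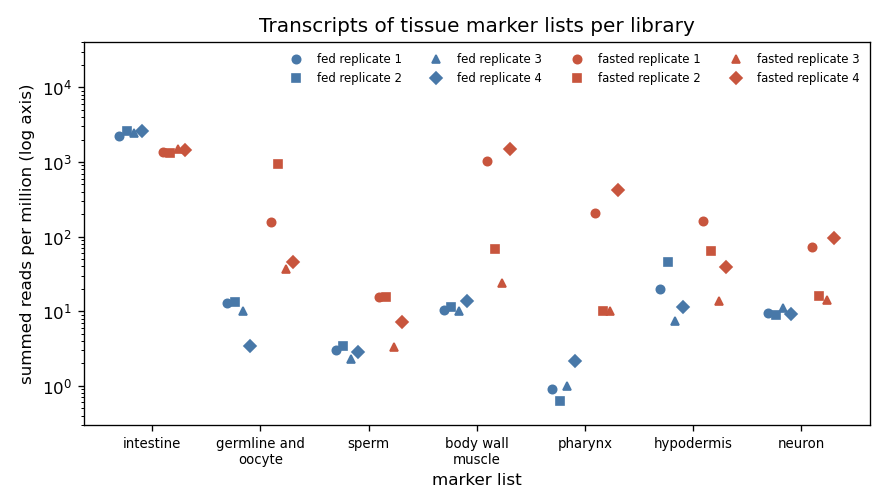
Summed RPM (log axis) of tissue marker lists, with 1 point per library for 4 fed and 4 fasted libraries. Body wall muscle and pharynx markers are highest in fasted libraries 4 (1491 and 417) and 1 (1040 and 206), germline and oocyte markers in fasted library 2 (929), and fasted library 3 is the lowest fasted library for muscle, pharynx and germline markers (23.8, 10.1 and 36.7).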

Values the study reported

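The study reported that about 16% of all genes were differentially expressed in the intestine after fasting. It gave 2,982 genes as upregulated and 351 as downregulated, selected at an FDR below 0.01 and a 1.5-fold change.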

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

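The tests of germline transcripts in fasted library 2 were chosen only after the result was seen. In each group of 4 libraries, a library was singled out when its gap to the nearest other library took up most of the range of the group. This picked out 8 of the 144 groups tested, and chance alone gives 7, so that no single case below stands out by its number.

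Germline and oocyte markers summed to 929 RPM in fasted library 2, against 36.7 to 156 in the other fasted libraries. All 27 markers lay above every fed library there, as transcripts of other tissues predict, with perm-4 at 340 and rme-2 at 203 RPM. The numbers above every fed library in fasted libraries 1, 3 and 4 were 24, 6 and 13, so that part of the rise was shared. The summed level differed 25.3-fold between the highest and the lowest fasted library, against 3.89-fold among fed ones. This spread is the pattern itself and rules out no response of the intestine to fasting, which stays open. Fasted library 2 had the fewest counts of its group, so that depth would not have raised the number of markers seen. Of the 27 markers, 3 were above the floor in every fed library, and no other list holds any of them. Gonad tissue carried over at dissection may be the source; when it entered the library is open, and the design names no biological difference between replicates.

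Among fed libraries, the RNA polymerase I list summed to 1.37 RPM in library 3 against 2.10 to 2.16 in the others. rpoa-12 stood at 0.417 in fed library 1 against 0.152 to 0.191, and rpoa-49 at 0.910 in fed library 4 against 0.322 to 0.382. These lone values lie in different libraries, and rpoa-12 and rpoa-49 had at most 11 and 24 counts in any fed library. dao-6 was at 0.0379 RPM in fed library 4, which is 1 count, against 0 in the others. fat-7 was at 30.5 in fed library 2 against 61.3 to 67.0. No technical or biological explanation of these values was tested, and the design names no difference between the fed replicates.

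Among fasted libraries, T26H5.9 was at 9.93 RPM in library 4 against 4.70 to 5.53, and icl-1 was at 8353 in library 3 against 9063 to 9123. In both cases every fasted library lay above every fed library, so that the call did not rest on the lone library. No explanation was tested for either.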

How the results depend on the processing

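The tests of the alternatives were planned, except that the sign flips of the total counts and the list medians over the members tested in all 8 libraries were chosen only after the result was seen. By total counts 3901 genes were higher, 736 lower, and the median log2 fold change was 1.23. TMM gave 1448, 1585 and 0.16, DESeq2 size factors in the edgeR fit 1445, 1601 and 0.15, and the DESeq2 Wald test 1748 higher and 1754 lower. Both of these scalings assume that most genes do not change, which is what moves the split. Leaving the vitellogenins out of the library size gave a median of 0.97 with 3300 higher and 882 lower. The median was 1.89 with no filter and 1.35 at a mean of at least 10 counts, where other genes are tested. Limma-trend (4087 higher, 763 lower) and an FDR under 0.05 with a fold change over 2 (4040 higher, 685 lower) stayed within 1.5 times. The replicate correlation was 0.946 with a pseudocount of 1, where genes of few counts weigh more.

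A total of 3 list medians reversed under TMM, to −0.21 (mTOR), −0.33 (stress response) and −0.26 (sperm). The RNA polymerase II list passed the threshold under TMM (1.53). With no filter the lists of RNA polymerases I (3.50), II (2.60) and III (3.03) passed it, and the cause was not tested. Fry, which asks a different question, also called the lists of mitochondrial ribosomal proteins (1.32), RNA polymerases I (3.50), II (2.60) and III (2.67), mTOR (0.85), fasting metabolism (1.78), stress response (0.73), germline (4.34), sperm (0.83), muscle (5.19), pharynx (5.91), hypodermis (1.52) and neurons (1.416), with the same medians. The other 5 lists kept their direction and their call under TMM and both filters. Fry called these as well, but it called all 18 lists, so that this adds no evidence for them.

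Of 48 named genes, 6 reversed under TMM: vit-5 (−0.70), vit-2 (−0.36), let-363 (−0.27), rheb-1 (−0.31), aak-1 (−0.21) and ragc-1 (−0.71). The same 6 reversed with DESeq2 size factors (−0.71, −0.37, −0.28, −0.31, −0.22 and −0.72) and in the DESeq2 Wald test (−0.71, −0.37, −0.28, −0.32, −0.22 and −0.72). In each of these 3 fits 5 others were weaker and 1 was stronger. Without the vitellogenins 3 were weaker, and with no filter 1 was.

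The replicate numbers were not taken to pair the libraries, but pairing stays open. The study's methods state that part of the collected adults was used as fed and the rest was fasted. The study also plots changes of fasted over fed intestines for single replicates. Fed and fasted libraries of the same number may therefore come from the same collection, which the labels do not state. Deviations of same-numbered libraries from their group means correlated at 0.0404, 0.0860, 0.0675 and 0.148, of which 3 lie within the range of other pairs (−0.160 to 0.132). Total counts ranked in the same order of replicate number in both groups, and each fasted total exceeded the fed total of its number (by 4087676, 4346041, 5167158 and 7473368; exact permutation by sign flips, P = 0.125, the smallest that 4 pairs can give). A replicate block gave 3576 higher and 693 lower genes and a median of 1.25, and 1 named gene (aak-1) was no longer called. The block with TMM gave 1316 and 1502 genes and a median of 0.18, medians of −0.21 (mTOR), −0.34 (stress response), −0.26 (sperm), 1.59 (RNA polymerase II, past the threshold) and 3.15 (muscle, past the threshold), and −0.70, −0.36, −0.27, −0.32, −0.21 and −0.73 for the 6 reversed genes, with 6 others no longer called and 1 newly called. With sign flips within replicate numbers, the vitellogenin difference of −5.45 points had P = 0.125 by exact permutation as well.

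Across the 8 fits that each left out 1 library, there were 3521 to 3908 higher and 636 to 724 lower genes, and the median ranged from 1.21 to 1.36. List medians ranged from 3.49 to 3.69 (rRNA processing), 1.70 to 2.01 (cytosolic ribosomal proteins), 1.77 to 2.99 (fasting metabolism), 0.71 to 1.28 (stress response), 2.80 to 4.78 (germline, lowest without fasted library 2), 5.30 to 9.05 (pharynx), 0.91 to 2.08 (neurons, lowest without fasted library 4) and 0.58 to 5.11 (hypodermis, lowest without fasted library 1). The upper values for fasting metabolism, stress response, pharynx and hypodermis came with any fed library left out, when the filter let more members in. Leaving out fasted library 3 also let more in and gave 2.43, 1.14, 8.93 and 3.32. With the members tested in all 8 libraries the ranges were 1.60 to 1.997, 0.64 to 0.85, 5.30 to 6.27 and 0.58 to 2.25. The muscle median ranged from 4.19 (without fasted library 4, 6 members) to 7.14 (without fed library 1, 12 members). Its members tested in all 8 libraries gave 4.19 to 5.78. No list changed its call. The vitellogenin difference ranged from −5.73 to −5.20. Of the named genes, aak-1 lost its call in 7 of the fits and acdh-1 in 5, and the cause was not tested. Depth limits the genes at the floor, whose fold changes are bounds.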

Other observations

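The tests of muscle transcripts, of TMM scaling on the rRNA processing list and of the vitellogenins, and the sorting of splits by kind, were chosen only after the result was seen. The number of genes called lower here was 736. That is higher than the value quoted from the study above. The number called higher was 3901, and all calls made up 22.7% of the table. Both also lie above the quoted values, by a smaller factor.

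Most tested genes were higher in fasted libraries by total counts, and several technical explanations were tested. If the vitellogenin share were the cause, leaving those genes out of the library size would bring the median log2 fold change near 0, and it was 0.97. With the 100 most abundant genes left out it was 0.66, and with the 1000 most abundant left out 0.31, so that abundant genes carry part of the shift and the 100 most abundant do not carry all of it. Transcripts of other tissues differed widely between fasted libraries (muscle markers from 23.8 to 1491 RPM), whereas the shift did not. Computed from log2(scaled count + 8) and not from the edgeR fit, it was 0.91 in fasted library 3, which had the fewest such transcripts. In the others it was 1.08, 1.08 and 1.09. Against library size as the cause, fasted library 2, whose total lies within the range of the fed totals, was also shifted by 1.08. Against gene length as the cause stand medians of 1.28 for the shortest and 1.34 for the longest quartile of genes. By abundance the medians were 1.40, 1.43, 1.15 and 0.90 from the lowest to the highest quartile. Of the 35 splits of the 8 libraries into groups of 4, 1 (the real one) gave as many genes in one direction, and 1 gave as many in the less common direction. The other splits called 0 genes, with 9 to 389 genes at an unadjusted P under 0.05 against 5731 in the real split. Each of them puts fed and fasted libraries on both sides, so that the difference between groups adds to the spread within a side. The splits therefore show only that the real one ranks highest of the 35, and the margin over 0 adds nothing. A broad rise of transcripts against a fall of the most abundant ones is a candidate explanation. It cannot be separated from a loss of abundant transcripts with no rise of others, because no spike-in was used here and absolute amounts are unknown, and time in liquid and age came together with fasting.

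More genes were detected in fasted libraries, and depth is not the whole reason. At an equal number of 5614119 reads outside the vitellogenins, the fed libraries would show 8925, 8801, 8904 and 8983 genes and the fasted ones 12706, 11649, 10491 and 12888. The lowest fasted library exceeded the highest fed one by 1508 genes. That library was fasted library 3, which was not free of transcripts of other tissues. Its muscle, pharynx, germline and neuron markers summed to 23.8, 10.1, 36.7 and 14.1 RPM. The fed libraries had at most 13.9, 2.16, 13.3 and 11.1, while its hypodermis and sperm markers lay within the fed range. Any count makes a gene detected, so that the 1508 genes cannot rule out transcripts of other tissues as the only cause. The excess was larger in the 3 libraries with more of these transcripts, and they may add to it.

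Muscle and pharynx transcripts were most abundant in fasted libraries 1 and 4. Transcripts of other tissues predict that nearly all markers rise together, and at least 14 of the 15 muscle markers lay above every fed library in both. unc-54 reached 513 and 797 RPM there against 24.9 and 10.1 in fasted libraries 2 and 3, and myo-2 reached 85.0 and 167 against 0.0790 and 0.366. In fasted libraries 2 and 3, 13 and 6 of the muscle markers lay above every fed library, at a lower summed level (68.2 and 23.8 RPM). The summed level differed 62.5-fold between the highest and the lowest fasted library, against 1.38-fold among fed ones. This spread is the pattern itself and rules out no response of the intestine to fasting, which stays open. Of the 15 muscle markers, 2 were above the floor in every fed library. Tissue from the head carried over at dissection may be the source. Calls of genes that muscle, pharynx or gonad express strongly should be read with this limit, and whether the fed and fasted animals differed in how cleanly they could be dissected is open.

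The rise of rRNA processing and nucleolus genes held where these transcripts were fewest. Relative to all genes in the same library, the list stood at 1.98 in fasted library 3, which argues against transcripts of other tissues as the cause, and its median under TMM was 2.55, which argues against the authors' total-count scaling. Of the 35 splits, 1 gave a camera P value as small for this list, 1 for the translation list and 1 for the vitellogenin list, in each case the real one. By contrast, 14 of the 35 splits gave one as small for the cytosolic ribosomal protein list and 3 of 35 for the intestine marker list. Across all lists 19 of the 35 splits had as many lists past the threshold as the real one, which had 5. Of the other splits, 16 put 3 libraries of a group on one side and keep part of the difference between groups, and 18 put 2 and 2 on each side. Those 16 make up 14 of the 19 splits, 6 of the 14 and 2 of the 3. For the intestine marker list 0 of the 18 balanced splits gave a P value as small, so that the count of 3 does not weaken its call. For the ribosomal protein list 7 of the 18 did, so that these genes may vary together between libraries for reasons other than the group, and its camera call is weaker evidence than its adjusted P value. From the same fasted libraries, the study reported higher expression of its rRNA processing, nucleolus, ribosomal and translation gene categories. The rise found here is therefore no independent evidence for that result. Whether fasting or the hours in liquid caused it is open, and a coordinated rise in absolute amounts remains a hypothesis.

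Genes on chromosome X rose less than autosomal genes. The median log2 fold change was 0.84 for 925 genes on X and 1.30 for 6348 autosomal genes, a difference of −0.46 (−0.45 under TMM). Camera separated X from the rest (FDR 0.0161 over 6 chromosomes) and no autosome (FDR 0.184 or higher). Of the genes on X, 40.8% were higher and 16.2% lower. Germline transcripts, which are known to be poor in X-linked genes, could give this pattern, but the difference was −0.36 in fasted library 3, which had the fewest transcripts of other tissues, and −0.38 in fasted library 2, which had the most germline markers. Abundance of the genes was weighed by quartiles, and the difference was closest to 0, at −0.31, in the most abundant quartile. Of the 35 splits, 1 gave a difference as large. A weaker response of X-linked intestinal genes is a hypothesis, and GC content was not tested.

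The vitellogenins moved apart, with vit-1 at 37.8% ± 2.95 of the counts of vit-2 in fed and 0.276% ± 0.0607 in fasted libraries (SD, n = 4; exact permutation P = 0.0286). The ratio is free of scaling. Reads that match both copies were not counted. Their loss biases the level of the ratio, but as long as reads lie along each gene alike in both groups it takes the same share in every library, and a fall to a mean of 0.276 argues against such a loss as the cause. Whether reads lie alike, and how much of each gene is unique, was not tested. The ratio was 0.308 in fasted library 3, which argues against transcripts of other tissues. vit-4 fell in the same way relative to vit-5, from 13.9% ± 0.400 to 0.156% ± 0.00588 (SD, n = 4). Separate regulation of near-identical yolk genes may be at work, and a difference in transcript decay over the 12 h is open.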
